# Exposure to selenomethionine causes selenocysteine misincorporation and protein aggregation in *Saccharomyces cerevisiae*

**DOI:** 10.1038/srep44761

**Published:** 2017-03-17

**Authors:** Pierre Plateau, Cosmin Saveanu, Roxane Lestini, Marc Dauplais, Laurence Decourty, Alain Jacquier, Sylvain Blanquet, Myriam Lazard

## Abstract

Selenomethionine, a dietary supplement with beneficial health effects, becomes toxic if taken in excess. To gain insight into the mechanisms of action of selenomethionine, we screened a collection of ≈5900 *Saccharomyces cerevisiae* mutants for sensitivity or resistance to growth-limiting amounts of the compound. Genes involved in protein degradation and synthesis were enriched in the obtained datasets, suggesting that selenomethionine causes a proteotoxic stress. We demonstrate that selenomethionine induces an accumulation of protein aggregates by a mechanism that requires *de novo* protein synthesis. Reduction of translation rates was accompanied by a decrease of protein aggregation and of selenomethionine toxicity. Protein aggregation was supressed in a ∆*cys3* mutant unable to synthetize selenocysteine, suggesting that aggregation results from the metabolization of selenomethionine to selenocysteine followed by translational incorporation in the place of cysteine. In support of this mechanism, we were able to detect random substitutions of cysteinyl residues by selenocysteine in a reporter protein. Our results reveal a novel mechanism of toxicity that may have implications in higher eukaryotes.

Selenium is an essential micronutrient for many living species, including humans. It is translationally incorporated as selenocysteine (SeCys) into a few proteins, some of which are antioxidant enzymes, protecting cells from harmful oxidative damage^1^. Incorporation of SeCys occurs via a specific mechanism that recodes a UGA codon from its normal translation termination function^2^. However, at higher doses, many selenium compounds act as pro-oxidants, generating reactive oxygen species (ROS) that induce cytotoxicity and cellular apoptosis^3^. Since the discovery of the first selenoprotein glutathione peroxidase, in 1973^4^, selenium has attracted considerable scientific interest, especially with respect to its potential use as a nutritional supplement in the prevention and treatment of several diseases, including cancer^5^,^6^. In spite of extensive studies the mechanisms of action and cellular targets of selenium compounds are still unclear. As adverse health effects have recently been associated with excessive dietary selenium supplementation, a comprehensive understanding of the molecular basis of selenium toxicity is becoming an important public health issue^7^,^8^,^9^.

Selenium effects depend on its chemical speciation^10^. For example, selenolates (RSe^-^) are redox active compounds that have cytotoxic pro-oxidant properties^3^. Seleno-amino acids such as selenomethionine (SeMet) and selenocysteine^11^,^12^ can be translationally misincorporated in proteins in place of methionine and cysteine, respectively, leading to abnormal and potentially toxic products. Thus, the pathways underlying the biological activity of the different seleno-compounds can be very different and a better understanding of their modes of action is necessary.

Hydrogen selenide, produced by the reduction of inorganic selenium salts (selenate, selenite), is believed to exert a key role in the toxicity as well as in the anticarcinogenic properties of selenium^13^. It reacts with dioxygen and thiols, resulting in the generation of ROS that induce oxidative stress, DNA damage and, ultimately, cell death^14^. Genomic studies using *Saccharomyces cerevisiae* have highlighted the importance of DNA repair pathways in protecting yeast cells against inorganic selenium toxicity. Indeed, many mutants of genes involved in homologous recombination and DNA damage checkpoint showed hypersensitivity to selenide^15^ or selenite^16^,^17^ suggesting that DNA double-strand breaks are a dominant cause of toxicity.

Large-scale approaches in *S. cerevisiae* were also used to study SeMet toxicity. Seitomer *et al*.^16^ showed that tolerance to SeMet treatment was largely unaffected by the loss of most of the genes involved in DNA damage and oxidative stress pathways, suggesting that SeMet toxicity involves mechanisms distinct from those of inorganic selenium. Bockhorn *et al*.^18^ showed that deletion of the *CYS3* gene encoding cystathionine γ-lyase resulted in increased resistance to SeMet. We recently showed that several mutants hypersensitive to H_2_Se display wild-type sensitivity to SeMet, and that *SOD1* deletion imparts sensitivity against SeMet but not against selenide^19^. Furthermore, we found that SeMet toxicity was mediated by the transsulfuration pathway amino acids selenohomocysteine and/or selenocysteine, with the involvement of superoxide production. However, the origin of the toxicity of these metabolites remained unknown. To address this question, we have screened the systematic collection of *S. cerevisiae* haploid knockout strains, previously used to determine biological processes involved in sensitivity to sodium selenide^15^, to analyze the effects of loss of function on growth in the presence of SeMet. This analysis showed the importance of protein degradation pathways to protect cells against SeMet damages. Mass spectrometry analysis and fluorescence microscopy revealed SeCys incorporation in a reporter polypeptide and protein aggregation in yeast cells exposed to SeMet. Our results suggest that SeMet toxicity results from its metabolization into SeCys followed by random incorporation in the place of cysteine, which in turn promotes protein aggregation.

## Results

### Identification of deletion mutants involved in sensitivity or resistance to SeMet

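Each haploid mutant of the pool carries a DNA tag that identifies it. Tags were amplified from genomic DNA with dyed primers, and a pair of pools was compared on every custom Agilent slide. On 3 arrays, cells grown with 20 µM SeMet were set against untreated cells. On 2 arrays, cells grown with 12 µM SeMet were set against untreated cells. On the remaining 3 arrays, untreated cells after growth were set against the pool at the start (t = 0). The paper counts 3 independent experiments, whereas 12 µM is held by 2 arrays. For the growth comparison the paper gives 10 generations and the sample labels give 16 h. All values are log2 ratios that the authors normalized with R scripts, and the paper's text does not name the method. SeMet over untreated is the relative fitness score of a strain, and untreated over t = 0 is its growth score.
The values were used as deposited. Of 15744 probes, 12138 had a value on at least 1 array. A gene symbol was at hand for 13084 probes, and the other 2660, of which 1662 had a value, were left out. The named probes gave 5100 strains, and 351 of these had no value. Deletion and DAmP alleles cannot be separated by these names. Probes of a strain were averaged on each array, and their median SD was 0.20 at 20 µM. A strain was scored when at least 2 arrays gave a value. Scores are given as the mean ± SD over arrays, with n = 3 unless another n is stated. Of 4536 strains scored at 20 µM, 4409 had 3 values and 127 had 2. Strain values had an SD of 0.80, 0.78 and 1.11 on the arrays of 20 µM, of 0.42 and 0.53 at 12 µM, and of 0.90, 0.76 and 0.82 for growth. Their medians were −0.04, −0.06 and −0.15 at 20 µM, 0.0014 and 0.02 at 12 µM, and 0.10, 0.11 and 0.04 for growth. Group means were tested against 0 with limma over all 8 arrays, with Benjamini-Hochberg adjustment over strains. By the sample labels, the SeMet pool carried the same dye on each SeMet array, and dyes were not swapped. The same holds for the grown pool on the growth arrays. A dye effect of a probe would repeat on each array, so these tests cannot tell it from an effect of SeMet or growth. The small number of arrays limits the precision of every score.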

To identify cellular targets of SeMet in *S. cerevisiae*, we screened a collection of ≈4900 isogenic haploid non-essential deletion mutants and ≈1000 haploid DAmP (Decreased Abundance by mRNA Perturbation) mutants of essential genes, by growth in liquid culture of pooled bar-coded mutants. Yeast cells were grown for 10 generations in Synthetic Complete (SC) medium supplemented with 100 μM L-methionine and L-cysteine, in the absence or presence of L-SeMet. SeMet was added at concentrations (12 and 20 μM) that decreased the growth rate of the parental strain (BY4741) by 15 and 25%, respectively. The tags were amplified, and hybridized to barcode specific Agilent microarrays. The hybridization data were used to calculate relative growth values (relative fitness score) for each mutant in the population. The results from three independent experiments and the average value of these results are presented in Supplementary Table S1. 

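Mutants of PBI2 (YNL015W), FPK1 (YNR047W) and RRD1 (YIL153W) scored low at either concentration. PBI2, an inhibitor of vacuolar proteinase B, scored −3.68 ± 0.14 at 20 µM and −3.10 ± 0.69 (SD, n = 2) at 12 µM (adjusted p = 5.7e-05 and 0.0024, limma). FPK1, a kinase that regulates phospholipid translocases, scored −3.49 ± 0.65 and −2.92 ± 0.54 (SD, n = 2), both from 1 probe. RRD1, an activator of protein phosphatase 2A, scored −4.01 ± 1.26 and −2.94 ± 0.55 (SD, n = 2). At 20 µM the adjusted p was 0.00013 for FPK1 and 0.00035 for RRD1 (limma). Of 4364 strains with a mean at both concentrations, 121 were below −1.5 at 20 µM and 37 at 12 µM. Both limits were passed by 34 strains. Above 1.5 there were 202 strains at 20 µM and 6 at 12 µM, and these 6 were above 1.5 at both. Scores were smaller at the lower concentration, with an SD over strains of 0.41 against 0.80. Across strains, which are not independent replicates, Pearson's r of the means was 0.768 and Spearman's rho 0.650. Single arrays of the different concentrations gave r from 0.564 to 0.791. Simulated noise of unchanged strains, with untreated cultures assumed to be shared by number, gave r = 0.298 in 100 data sets. Its covariance was 0.014 against 0.254 observed, so shared noise of the assumed size was small beside the observed covariance. A dye effect of the probes, which both concentrations would share, was not simulated. limma called 0 of 4364 strains different between the concentrations, against 562 at an unadjusted p under 0.05 (267 lower and 295 higher at 20 µM). The lowest adjusted p was 0.0526 (limma), so the count of 0 lies close to the threshold and does not exclude differences. With arrays scaled to the same spread 125 strains passed (14 lower and 111 higher at 20 µM). Without experiment 1 at 20 µM 37 passed (9 and 28), and without experiment 3 at 20 µM 20 (7 and 13). With robust eBayes, chosen after seeing the data, GPI16, GWT1, PPQ1 and SDA1 were lower and RPS21A higher at 20 µM than at 12 µM, strains named after their values were seen.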

As shown in Supplementary Figure 1, the average value obtained for the two SeMet concentrations were highly correlated (r = 0.88). Therefore, only the 20 μM SeMet dataset was used for further analysis. Supplementary Figure 2 shows the distribution of relative fitness scores for each mutant in this dataset.

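Most mutants grew about as well relative to the pool with 20 µM SeMet as without it. The score of 3161 of 4536 strains (69.7%) lay within 0.5 of 0, with a median of −0.09 and an SD of 0.84. The lowest score was that of the THR4 mutant (YCR053W, threonine synthase), at −5.75 ± 3.09 (adjusted p = 0.0036, limma). YNL040W, similar to alanyl-tRNA synthetases, scored −3.96 ± 0.65, and HRT1 (YOL133W), the RING subunit of SCF ubiquitin ligases, scored −3.62 ± 0.38 (adjusted p = 0.00013 and 3.0e-05). LDB19 (YOR322C), an arrestin-like protein that recruits the ubiquitin ligase Rsp5, scored −3.37 ± 0.58 (adjusted p = 0.00032).
In all, 139 strains (3.06%) had a mean below −1.5. Mutants without a name here are not among them, as 21 of 154 rows below −1.5 in the visible part of Supplementary Table S1 show. Of the 139 strains, 136 were lower by limma and 125 were below 0 in each of 3 experiments. Table 1 lists 37 sensitive genes among the strains scored, and 36 of them were below −1.5. Without a limit on the mean, limma called 627 strains lower and 567 higher. These counts were 364 and 371 without experiment 3 at 20 µM, and 529 and 630 with each array centred on its median, so that the larger side depends on the scaling.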

A total of 157 mutants (out of 5241 for which at least 2 independent results were obtained, 3%) displayed a growth defect in the presence of SeMet associated to a relative fitness score lower than −1.5 and were defined as SeMet-sensitive strains. 

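The highest scores at 20 µM belonged to mutants of BUD20 (YLR074C), EAP1 (YKL204W), TUP1 (YCR084C) and LYS20 (YDL182W), among others. BUD20, a factor for the export of large ribosomal subunit precursors, scored 3.98 ± 1.48 (adjusted p = 0.0040, limma). EAP1, a protein that binds the cap-binding factor eIF4E, scored 3.79 ± 1.03 (adjusted p = 0.00020). TUP1, a transcriptional corepressor, scored 3.66 ± 1.05, and LYS20, a homocitrate synthase of lysine synthesis, scored 3.60 ± 1.63 (adjusted p = 0.00035 and 0.0031). A mean above 1.5 was found in 242 strains (5.34%), of which 229 were higher by limma and 221 were above 0 in all 3 experiments. Of 106 resistant genes of Table 1 that were scored, 104 were above 1.5.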

The 283 mutants that had a fitness score >1.5 were classified as SeMet-resistant strains. g:Profiler (biit.cs.ut.ee/gprofiler) was used to associate Gene Ontology (GO) terms with the sensitive and resistant datasets (Fig. 1). GO terms related to protein metabolic processes were significantly enriched in both datasets (see Fig. 1a and b and Table 1 for significant genes). 

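Mutants of ESCRT complexes 0 to III, of ESCRT disassembly, of the ATPases of the proteasome, of ubiquitin conjugation, of prefoldin, of thioredoxin and glutathione systems, of threonine biosynthesis and of PP2A-type phosphatases were over-represented among sensitive strains. Mutants of either subunit of the cytosolic ribosome, of ribosome biogenesis, of Elongator and wobble uridine thiolation, of the Lsm1-7-Pat1 complex, of Mediator, of SAGA and of sulfur amino acid metabolism were over-represented among resistant strains. These are 8 lists of 37 among sensitive and 8 among resistant strains, out of 74 tests (Fisher's exact test, one-sided, adjusted p under 0.05). GO terms were not used here. The lists on threonine, PP2A and TORC1 were added after rows of Supplementary Table S1 had been read. The complexes that the paper names were known from these samples, so their counts are no independent evidence. By cameraPR with a preset correlation of 0.01, 15 lists passed, and by camera with a correlation estimated from the residuals 0 passed, with 5 at an unadjusted p under 0.05. The lowest p there was adjusted p = 0.203 with an estimated correlation. This camera test is separate from Fisher's exact test and used only strains with a value on all 8 arrays. A list can therefore have fewer members there than in Fisher's exact test. Its correlation comes from the residuals of 8 arrays in 3 groups, so its power is low and a missed p excludes nothing.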

Genes related to ubiquitin-mediated protein degradation, either via the proteasome complex or via the multivesicular body sorting pathway, were over-represented among deletion mutants sensitive to SeMet (Fig. 1a). 

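Of 30 mutants of ubiquitin conjugation, ligases and proteases, 12 were lower and 3 higher at 20 µM by limma (14 and 3 adjusted over the list alone), and 15 did not pass. UBP6 (YFR010W), a deubiquitinase bound to the proteasome, scored −2.90 ± 0.43 (adjusted p = 0.00042). DOA1 (YKL213C), a ubiquitin-binding protein, scored −2.33 ± 0.80, and UBP14 (YBR058C), which disassembles free ubiquitin chains, scored −1.96 ± 0.30. UBR2 (YLR024C), a ubiquitin ligase, scored −1.72 ± 0.08. The mutant of the ubiquitin-conjugating enzyme UBC4 (YBR082C) was higher, at 2.31 ± 1.05 (adjusted p = 0.0031). Of the list, 6 of 30 were sensitive (Fisher's exact test, one-sided, adjusted p = 0.00178; adjusted p = 0.517 with an estimated correlation). With a limit of 2 on the score, the adjusted p of this list was 0.0702.
Of 7 mutants of ESCRT disassembly and cargo deubiquitination, 6 were lower (6 adjusted over the list alone) and 4 were sensitive (adjusted p = 0.000291; adjusted p = 0.280 with an estimated correlation). BRO1 (YPL084W), which recruits the deubiquitinase DOA4 to endosomes, scored −3.19 ± 0.36 from 1 probe. It lacked a growth value and was not in the test with an estimated correlation. DOA4 (YDR069C) itself scored −3.09 ± 0.19, and the ATPase VPS4 (YPR173C) scored −2.28 ± 0.80. Proteasome subunits and assembly factors other than the ATPases went both ways. Of 33, 9 were lower and 6 higher (13 and 6 adjusted over the list alone), and without experiment 2 or without experiment 3 at 20 µM the number lower was 5. POC4 (YPL144W), a chaperone of proteasome assembly, was among the higher ones at 2.63 ± 0.64 (adjusted p = 0.00019). The paper names these genes from the same samples, so the counts are not independent evidence.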

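Reduced function of any of RPT1 to RPT6 went with a lower score at 20 µM. The mutants of RPT5 (YOR117W), RPT1 (YKL145W) and RPT2 (YDL007W) scored −2.08 ± 0.90, −2.04 ± 0.88 and −2.01 ± 0.46. Those of RPT3 (YDR394W), RPT4 (YOR259C) and RPT6 (YGL048C) scored −1.85 ± 0.77, −1.65 ± 0.60 and −1.59 ± 0.78. All 6 were lower by limma, with adjusted p from 0.00020 for RPT2 to 0.0037 for RPT6 (6 adjusted over the list alone). At 12 µM the scores of these 6 lay between −0.92 for RPT6 and −0.51 for RPT3. As a list, 6 of 6 were below −1.5 (Fisher's exact test, one-sided, adjusted p = 1.10e-08; adjusted p = 0.311 with an estimated correlation). Without experiment 3 at 20 µM, 3 of 6 were below −1.5. The paper singled out these ATPases in the same samples, so this count is no independent evidence.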

Notably, the six essential ATPases of the proteasome regulatory particle (*RPT1* to *RPT6* genes), necessary for unfolding of cytoplasmic proteins targeted for degradation, are among the most sensitive DAmP mutants. 10 out of the 13 genes coding for the ESCRT complexes, which are involved in recognition and vacuolar targeting of misfolded proteins destined for proteolysis^20^, are present in the sensitive dataset. In addition, this set also contains three subunits of the co-chaperone prefoldin complex involved in the folding of non-native polypeptides^21^.

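Of the ESCRT complexes 0 to III, 12 mutants were measured, and all 12 were lower at 20 µM by limma (12 adjusted over the list alone). STP22 (YCL008C), a subunit of ESCRT-I, scored −3.35 ± 0.41 (adjusted p = 0.00015). VPS27 (YNR006W), an ESCRT-0 subunit that binds ubiquitin, scored −2.88 ± 0.69, and VPS25 (YJR102C), of ESCRT-II, scored −2.84 ± 0.72. Of ESCRT-III, VPS20 (YMR077C) scored −2.85 ± 0.62 and VPS24 (YKL041W) −2.05 ± 0.10. HSE1 (YHL002W) and MVB12 (YGR206W), picked out after their values were seen, were lower but above −1.5, at −0.79 ± 0.08 and −0.67 ± 0.26 (adjusted p = 0.0012 and 0.025). Without experiment 1 or 2 at 20 µM the adjusted p of MVB12 was 0.071 or 0.12. The remaining 10 were below −1.5 (Fisher's exact test, one-sided, adjusted p = 6.13e-13; adjusted p = 0.203 with an estimated correlation). The paper names the complexes from these samples, which makes this count no independent evidence. The median of the 12 was −2.68 at 20 µM and −1.95 at 12 µM.

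**Figure D1:**
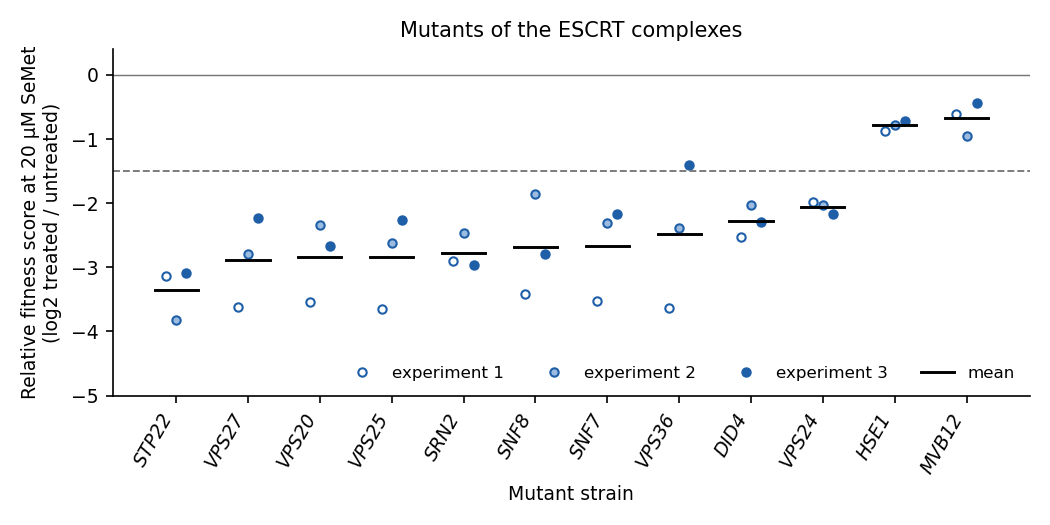
Relative fitness score at 20 µM SeMet (log2 of treated over untreated) of the 12 mutants of the ESCRT complexes, one circle per experiment (n = 3) and a bar at the mean. The dashed line is at −1.5; 10 means lie below it and those of HSE1 and MVB12 above it.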

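Mutants of the prefoldin subunits PAC10 (YGR078C), GIM5 (YML094W) and YKE2 (YLR200W) scored −2.12 ± 0.84, −1.77 ± 0.72 and −1.72 ± 0.52 at 20 µM (adjusted p = 0.0044, 0.0011 and 0.00057, limma). Of 6 subunits 5 were lower (5 adjusted over the list alone), and 3 were lower without experiment 2 at 20 µM. As a list of 6, the 3 sensitive mutants gave an adjusted p of 0.00300 (Fisher's exact test, one-sided; adjusted p = 0.517 with an estimated correlation), and with a limit of 2 on the score 0.409. The paper picked out these subunits in the same samples. Prefoldin hands proteins to the chaperonin CCT, of which 4 mutants were measured. By limma 0 of the 4 passed, and 0 had an unadjusted p under 0.05. Among 20 cytosolic chaperones and co-chaperones 2 were lower and 3 higher (2 and 3 adjusted over the list alone), and without experiment 3 at 20 µM 1 was lower. The lowest was CPR6 (YLR216C), a cyclophilin that binds Hsp90, at −1.36 ± 0.52 (adjusted p = 0.0070). The mutant of the disaggregase HSP104 (YLL026W) had a score of −0.18 ± 0.08 (adjusted p = 0.23).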

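Loss of ribosomal proteins went with high scores at 20 µM. Of 62 mutants of the large subunit of the cytosolic ribosome, 44 were higher and 2 lower by limma (45 and 2 adjusted over the list alone), with a median of 2.38. RPL9A (YGL147C) scored 3.62 ± 1.29 (adjusted p = 0.00050). Of 44 mutants of the small subunit, 32 were higher and 3 lower (35 and 4 adjusted over the list alone). RPS24A (YER074W) scored 3.56 ± 1.40 and RPS0A (YGR214W) 2.83 ± 0.41. Above 1.5 were 40 of the large and 27 of the small subunit (Fisher's exact test, one-sided, adjusted p = 4.50e-35 and 1.17e-22; adjusted p = 0.280 and adjusted p = 0.203 with an estimated correlation).
Ribosome biogenesis went the same way, with 24 of 28 mutants higher and 0 lower by limma or at an unadjusted p under 0.05 (25 higher adjusted over the list alone). ARX1 (YDR101C), an export factor of the large subunit, scored 3.28 ± 0.39, and JJJ1 (YNL227C), a cochaperone that acts on the same precursor, scored 3.50 ± 1.05. Of this list 20 were above 1.5 (adjusted p = 8.48e-19; adjusted p = 0.203 with an estimated correlation). Of 13 mutants of Elongator and wobble uridine thiolation, 9 were higher and 1 lower (10 and 1 adjusted over the list alone), and without experiment 1 at 20 µM 0 were lower. URM1 (YIL008W), the ubiquitin-like sulfur carrier of tRNA thiolation, scored 2.34 ± 0.43, and 7 of the list were above 1.5 (adjusted p = 1.81e-05; adjusted p = 0.311 with an estimated correlation). Among 27 mutants of other tRNA modifications 4 were higher and 0 lower (4 and 0 adjusted over the list alone; 4 lower at an unadjusted p under 0.05). PUS7 (YOR243C), a pseudouridine synthase, scored 3.51 ± 1.35, but with 3 above 1.5 the list did not pass (adjusted p = 0.553). Translation factors were divided, with 5 of 29 higher and 5 lower (5 and 5 adjusted over the list alone; 3, 3 and 2 lower without experiments 1, 2 and 3 at 20 µM), and 5 resistant mutants (adjusted p = 0.0748). The 6 lists on translation together hold 102 of 242 resistant strains (42.1%, exact 95% interval 35.9 to 48.6%). Ribosomal, biogenesis and tRNA genes were named by the paper from these samples, so these counts are no independent evidence.

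**Figure D2:**
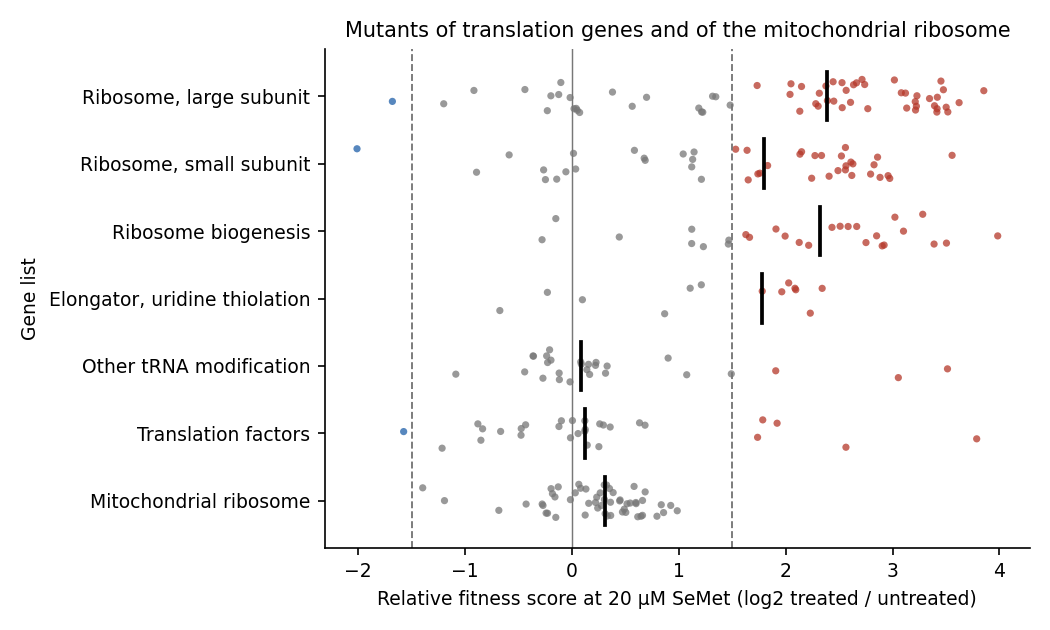
Relative fitness score at 20 µM SeMet (log2 of treated over untreated) of each mutant in 6 lists of translation genes and in the list of the mitochondrial ribosome, one dot per mutant and a bar at the median. Dashed lines are at −1.5 and 1.5; 0 of 54 mitochondrial ribosome mutants lie above 1.5, against 40 of 62 for the large subunit of the cytosolic ribosome.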

At the other end of the scale, mutants impaired in the translational process, including ribosomal subunits, proteins necessary for ribosome biogenesis and several tRNA-modifying enzymes represent around 50% of the SeMet-resistant dataset (see Fig. 1b and Table 1 for significant genes). This set also contains several subunits of the Lsm-Pat1 complex, involved in the regulation of mRNA turnover, and transcription factors, among which subunits of the RNA polymerase II mediator and SAGA complexes. These results indicate that SeMet tolerance involves mechanisms related to the folding or removal of damaged proteins, and that resistance to SeMet can be improved by slowing down protein biosynthesis. Both higher sensitivity and resistance of mutant strains point to protein homeostasis as a major actor in SeMet toxicity.

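Within the Lsm1-7-Pat1 complex, LSM1 (YJL124C) scored 3.84 ± 1.11, LSM6 (YDR378C) 3.63 ± 0.92, PAT1 (YCR077C) 3.57 ± 1.22 and LSM7 (YNL147W) 2.42 ± 1.07 at 20 µM (adjusted p from 0.00025 to 0.0027, limma). Of 8 members 7 were higher and 0 lower (8 and 0 adjusted over the list alone; 0 lower at an unadjusted p under 0.05), and 4 were higher without experiment 2 or without experiment 3 at 20 µM. DHH1 (YDL160C), a helicase of mRNA decapping, scored 3.34 ± 1.07. Of 20 Mediator mutants 8 were higher and 3 lower (8 and 4 adjusted over the list alone), and without experiment 2 or 3 at 20 µM 1 was lower. GAL11 (YOL051W), of the Mediator tail, scored 2.64 ± 0.76, and SSN3 (YPL042C), the kinase of its CDK module, 2.39 ± 0.81. SAGA acetylates histones, and of 12 SAGA mutants 6 were higher and 0 lower (8 and 1 adjusted over the list alone; 1 lower at an unadjusted p under 0.05). NGG1 (YDR176W) scored 3.58 ± 0.98 and ADA2 (YDR448W) 2.98 ± 1.06. Above 1.5 were 4 of the Lsm complex, 6 of Mediator and 5 of SAGA (Fisher's exact test, one-sided, adjusted p = 0.00288, 0.00288 and 0.00178; adjusted p = 0.280, adjusted p = 0.311 and adjusted p = 0.203 with an estimated correlation). Without experiment 2 at 20 µM, 3 SAGA mutants were above 1.5 (adjusted p = 0.0900). The paper names members of these complexes from the same samples, and their counts are no independent evidence.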

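Sensitive mutants of protein degradation and sorting came mostly from 5 of the lists. Of ESCRT 10 mutants were sensitive, of ESCRT disassembly 4, of the proteasome ATPases 6, of ubiquitin conjugation 6 and of prefoldin 3. Other proteasome subunits, CORVET and HOPS, and phosphatidylinositol 3-kinase complexes with retromer gave 1 each. Folding lists apart from prefoldin held no sensitive mutant, with 0 of 20 cytosolic chaperones, 0 of 4 CCT subunits and 0 of 12 mutants of ER folding. Neither did ER-associated degradation, core autophagy or the vacuolar ATPase, of which 2 of 20 listed genes were measured. At the share over all strains, 0.61, 0.12, 0.37, 0.34, 0.46 and 0.06 sensitive mutants were expected in the order given. Each is below 1, so these counts of 0 are near expectation and exclude nothing. ATG15 (YCR068W), a vacuolar lipase outside the list of core autophagy, was sensitive, at −1.91 ± 0.26 (adjusted p = 0.00015, limma). These 14 lists, put together after the values had been seen and not tested as a set, hold 32 of 139 sensitive strains (23.0%, exact 95% interval 16.3 to 30.9%), 4 of the 242 resistant ones and 168 of all 4536 strains (3.70%). Of 15 mutants of core autophagy 1 was lower and 1 higher by limma (0 and 0 adjusted over the list alone; 3 lower and 2 higher at an unadjusted p under 0.05). The higher one was lost without experiment 1 at 20 µM, the lower one without experiment 2 and both without experiment 3. From the mutants in both sets, the paper concludes that tolerance of SeMet involves folding or removal of damaged proteins and that slower protein biosynthesis can improve resistance.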

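Mutants of MET13 (YGL125W) and MET12 (YPL023C), which encode isozymes of methylenetetrahydrofolate reductase, went opposite ways at 20 µM. MET13 scored −3.52 ± 0.20 (from 1 probe) and MET12 1.92 ± 0.67 (adjusted p = 3.0e-05 and 0.0020, limma). MET31 (YPL038W), a transcription factor of sulfur genes, scored 3.07 ± 1.25 (adjusted p = 0.00093). Of 28 mutants of sulfur amino acid metabolism and uptake, 9 were higher and 4 lower (10 and 6 adjusted over the list alone), and 15 did not pass. Without experiment 3 at 20 µM, 5 were higher. Among resistant strains were 6 of the 28 (Fisher's exact test, one-sided, adjusted p = 0.0149; adjusted p = 0.595 with an estimated correlation and adjusted p = 0.585 with the preset one). That call was also lost without experiment 2 at 20 µM (adjusted p = 0.0707) and with a limit of 2 on the score (adjusted p = 0.318). The paper names several of these genes from the same samples.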

As expected from previous studies, genes involved in sulfur metabolism were found in both datasets (Table 1). In particular, our screen confirmed the resistant phenotype already observed for mutants of *S*-adenosylmethionine synthases (*sam1, sam2*)^22^, methionine permease (*mup1*)^23^ and cystathionine γ-lyase (*cys3*)^18^. 

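SAM1 (YLR180W) and SAM2 (YDR502C), which encode the isozymes of S-adenosylmethionine synthetase, scored 3.64 ± 1.31 and 3.08 ± 1.00 at 20 µM (adjusted p = 0.00051 and 0.00034, limma). At 12 µM these scores were 1.07 ± 0.14 and 0.69 ± 0.21 (SD, n = 2). MUP1 (YGR055W), the high-affinity methionine permease, scored 1.83 ± 0.61 (SD, n = 2) and CYS3 (YAL012W), cystathionine γ-lyase, 1.95 ± 0.92 (adjusted p = 0.025 and 0.0050). Without SeMet the MUP1 mutant had a growth score of −2.18 ± 0.92 (SD, n = 2) and the CYS3 mutant one of −1.69 ± 0.62 (adjusted p = 0.017 and 0.012).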

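The mutant of SOD1 (YJR104C), the cytosolic superoxide dismutase, scored −1.70 ± 0.28 at 20 µM (adjusted p = 0.00099, limma). SOD2 (YHR008C), the mitochondrial one, scored −1.50 ± 0.24 (SD, n = 2, from 1 probe; adjusted p = 0.0020). Without SeMet the growth score of the SOD2 mutant was 1.82 ± 0.24 (adjusted p = 0.0013). TSA1 (YML028W), the main cytosolic peroxiredoxin, scored −3.57 ± 1.12 (adjusted p = 0.00086). Of 14 mutants of superoxide and peroxide defence, 4 were lower and 1 higher (5 and 1 adjusted over the list alone). The 2 sensitive ones did not make the list pass (Fisher's exact test, one-sided, adjusted p = 0.247).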

A role of superoxide radicals in SeMet toxicity was also confirmed by the sensitive phenotype of the *sod1* and *sod2* mutants^19^.

To determine whether SeMet and H_2_Se toxicity share similar mechanisms, we searched for functional categories that were significantly enriched (p-value < 0.001) in the SeMet- (this study) and the H_2_Se-sensitive subsets^15^. As shown in Fig. 1c, there was little overlap between biological processes required for SeMet and H_2_Se tolerance. This analysis strengthens the idea that the mechanistic bases of selenium effects depend on the specific chemical form.

### Individual validation of selected mutants

The genomic screen was performed in the BY4741 strain with a mutation in *MET17*, the gene that encodes *O*-acetyl homoserine sulfhydrylase, the enzyme responsible for incorporating inorganic sulfur into the amino acid homocysteine. To ascertain that this mutation did not alter SeMet effects, several sensitive or resistant strains, chosen to represent the different pathways affected, were selected for individual analysis in the BY4742 background in which the sulfur assimilation pathway is functional. Genes deleted in the sensitive mutants *ubp6, ubp14* and *mub1* are involved in protein degradation; *LEU3* codes for a transcription factor that regulates genes involved in leucine biosynthesis; *TSA1* and *SOD1* are involved in redox homeostasis; *SRN2, VPS36* and *DID4* code for components of the ESCRT complexes involved in the sorting of proteins into the endosome. Genes deleted in the resistant mutants *uba4* and *urm1* are involved in tRNA modifications and *RPL26B* and *RPL29* code for ribosomal proteins. We measured growth rates of individual strains in the absence or presence of 20 μM SeMet and calculated fitness scores relative to the parental strain. Supplementary Figure 3 shows the average fitness score of individual strains grown in complete medium supporting fast growth (SC + methionine medium) or in a medium in which only auxotrophic requirements are supplied (SD + methionine medium) resulting in a reduced growth rate. In complete medium, all the mutants displayed the phenotype already observed in the genomic screen. This analysis also showed that the growth of several deletion strains, in particular the mutants of ESCRT I and II complexes and ribosomal proteins, was only weakly affected in SD medium, indicating that the effects of SeMet were more pronounced in rapidly growing cells.

### Exposure to SeMet causes protein aggregation

Because genes involved in protein synthesis or degradation featured prominently in the set of sensitive and resistant mutants, we suspected that SeMet induced a proteotoxic stress. To confirm this hypothesis, we used a chromosomally integrated Hsp104-GFP reporter construct. Hsp104p is a chaperone that acts on aggregated proteins and promotes disaggregation and refolding^24^. Upon heat shock, Hsp104p is induced and accumulates at the periphery of protein aggregates, which can thus be visualized as intense cytosolic fluorescent Hsp104-GFP containing foci. First, we questioned the capacity of SeMet to induce a heat-shock-like response and found that the expression of Hsp104-GFP, measured by fluorescence in crude extracts, was induced to similar levels upon exposure to 20 μM SeMet for 2 h or after a temperature shift to 42 °C (Fig. 2a). Then, the localization of Hsp104-GFP was monitored by fluorescence microscopy in cells exposed to increasing concentrations of SeMet (Fig. 2b). Hsp104-GFP distribution was diffuse in the cytoplasm of unexposed cells, whereas concentration-dependent aggregates formed in cells exposed to SeMet (Fig. 2c). At 12 μM SeMet, 80% of cells contained at least one distinct bright fluorescent focus. To determine whether SeMet-triggered protein aggregation required *de novo* protein synthesis, we treated cells with cycloheximide (5 μg/mL), to inhibit translation initiation, prior to the SeMet stress. As shown in Fig. 2d, cycloheximide prevented SeMet-induced aggregate formation, whereas it had little effect on the aggregation induced by a shift to 42 °C, a condition that is known to induce thermal unfolding of native proteins. These results suggest that proteins in the process of synthesis/folding are likely to be prime targets of SeMet-induced aggregation.

Most of the null alleles strains displaying a SeMet-resistant phenotype are involved in the process of translation or regulation of translation. These deletion strains generally display growth rate defects^25^. 

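Without SeMet, a growth score below 0 was more frequent than among other strains in 9 of 37 gene lists, among them the cytosolic ribosome, its biogenesis and Elongator. It was found in 53 of 62 mutants of the large subunit (85.5%) and in 33 of 42 of the small subunit (78.6%), with medians of −0.71 and −1.04. For ribosome biogenesis it was 25 of 28 (89.3%), with a median of −0.96, and for Elongator and wobble uridine thiolation 12 of 13 (92.3%), with a median of −0.76. In each of these lists the share was higher than in all other strains with a score at 20 µM, where it lay between 39.1 and 39.6% (Fisher's exact test, two-sided, adjusted p over 37 lists from 4.20e-12 to 0.00078). Fewer members were slow by limma one by one, with 17 of 62, 18 of 42, 13 of 28 and 7 of 13 in the order given. In that order 4, 10, 2 and 2 were slow without growth experiment 1, 10, 14, 6 and 4 without experiment 2, and 7, 13, 5 and 4 without experiment 3. Among other tRNA modifications 9 of 27 were below 0 and among translation factors 16 of 28 (adjusted p = 0.677 and 0.164).
The other 5 lists with a higher share were the mitochondrial ribosome with 41 of 53 below 0 (77.4%), proteasome subunits and assembly factors other than the ATPases with 26 of 33 (78.8%), SAGA with 10 of 12 (83.3%), homologous recombination and the DNA damage checkpoint with 20 of 31 (64.5%) and the respiratory chain with 15 of 22 (68.2%; adjusted p = 6.88e-07, 4.75e-05, 0.0259, 0.0259 and 0.0334). Of these 5 the last 3 did not pass without growth experiment 1 (adjusted p = 0.0842, 0.177 and 0.0842) or 2 (0.0814, 0.0814 and 0.208), and SAGA and the respiratory chain did not pass after centring (0.0769 and 0.109) or scaling the arrays either (0.0766 and 0.108). The PUS7 mutant had a growth score of 1.73 ± 0.55, and the GAL11 mutant −2.19 ± 0.41. Over all 4628 strains with a growth score, limma called 588 slow and 656 fast. After centring or scaling the arrays these were 665 and 441 or 753 and 508, so the larger side depends on the scaling. Without growth experiment 1 or 2, 280 or 327 strains were slow.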

As shown in Fig. 3a, 80% of the SeMet-resistant mutants grew more slowly than the parental strain in the absence of stress, suggesting that a decreased growth rate provides an advantage under SeMet stress. Therefore, we checked whether slowing the rate of protein synthesis reduced SeMet-induced protein aggregation and toxicity. 

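Of 237 resistant strains with a growth score, 197 (83.1%, exact 95% interval 77.7 to 87.7%) were below 0 without SeMet. Among 4278 other strains the share was 37.4% (Fisher's exact test, two-sided, p = 5.70e-45). Where 0 lies depends on the normalization, whereas the paper speaks of growth slower than the parental strain. With each array centred, the share was 85.3% of resistant and 47.3% of other strains, and with scaled arrays 84.4 and 47.3%. The mutants of NGG1 and RPL19A (YBR084C-A), for instance, had growth scores of −1.95 ± 0.42 and −1.55 ± 0.32 beside high scores at 20 µM, whereas LSM6 and RPL29 (YFR032C-A) had growth scores of 0.38 ± 0.58 and 0.02 ± 0.37. Untreated cultures enter both scores with opposite sign, and the same cultures may serve both. The share was therefore also taken with growth from 1 experiment number and SeMet scores from the other 2. It was then 84.8, 73.8 and 87.4%, against 34.3, 36.3 and 45.5% of other strains. The numbers do not state which arrays share cultures, so these shares may not be free of a shared culture. Counting as slow only strains below 0 with an adjusted p under 0.05 by limma, 39.2% of resistant and 10.1% of other strains were slow. From such a share in Fig. 3a, the paper proposes that a decreased growth rate is of advantage under SeMet.

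**Figure D3:**
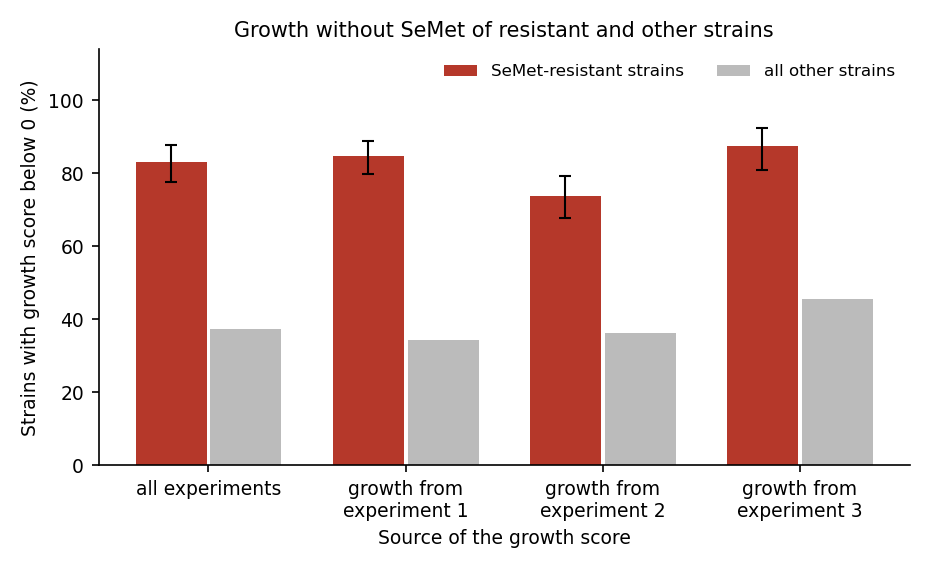
Share of strains with a growth score below 0 without SeMet (%), for SeMet-resistant strains (with exact 95% intervals) and all other strains, over all experiments and with growth from 1 experiment and SeMet scores from the other 2. The share of resistant strains lies between 73.8 and 87.4% and that of other strains between 34.3 and 45.5%.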

Low cycloheximide concentrations (0 to 100 ng/mL) were used to decrease cellular growth rate by 25, 45 and 65%. Reduction of translation rates was accompanied by a reduction of toxicity as well as number of cells containing aggregates (Fig. 3b,c,d), suggesting that protein aggregation is the cause of SeMet toxicity.

### Protein aggregation is dependent on SeCys synthesis

Misincorporation of SeMet into proteins in place of methionine is not believed to induce major cytotoxicity^22^. By constrast, because SeCys is much more reactive than its sulfur-analogue, misincorporated SeCys is susceptible to form adducts with thiols or selenols generating misfolded aggregation-prone proteins. Therefore, we investigated protein aggregation in a ∆*cys3* mutant strain in which SeCys cannot be formed from SeMet. To support cell growth, this analysis was performed in the additional presence of 100 μM cysteine. In the absence of SeCys synthesis, Hsp104-GFP distribution remained diffuse in the cytoplasm up to 50 μM SeMet in the medium (Fig. 4), a SeMet concentration in which foci were detectable in 80% of wild-type cells. Direct exposure to SeCys (100 μM D,L-SeCys) induced aggregation in 35% of the cells in both strains. Upon heat shock, similar aggregate formation was observed in the ∆*cys3* and wild-type cells. These results, together with the requirement for *CYS3* in SeMet toxicity, indicate that metabolization of SeMet to SeCys is necessary to generate protein aggregation and its associated toxicity.

### Selenoamino-acids incorporation in polypeptide chains

Unspecific insertion of SeCys in proteins has already been observed in yeast cells grown in the presence of selenite^12^. To determine whether SeCys can be incorporated into proteins when yeast cells are grown in the presence of SeMet, we used a strategy based on mass spectrometry. Yeast cells, expressing a tagged-version of Elongation Factor 1 (EF1-α), were grown in SC medium containing 20 μM SeMet and 100 μM methionine. EF1-α was chosen because it is a soluble medium size protein containing a significant number of cysteinyl residues and an equivalent number of methioninyl residues (7 and 8, respectively). After purification and proteolytic (Asp-N) digestion, the peptides were analyzed by LC-MS/MS and selenium substitution for sulfur was searched for and quantified. Protein sequence coverage was 86% with information for all of the sulfur-containing amino acids except the N-terminal methionine. Supplementary Figures 4, 5 and 6 show the ESI-MS/MS analyses and extracted ion chromatograms (XIC) of selected selenium-containing peptides (peptide 426–439 containing SeMet, peptides 110–117 and 360–370 containing SeCys). Table 2 summarizes the results of the mass spectrometric analysis. Insertion of a SeCys residue in replacement of cysteine was unambiguously identified at 3 positions (Cys111, Cys335, Cys361). The SeCys/Cys substitution ratio was 4.9 ± 3.5%. Selenium substitution for sulfur was found in 6 out of 7 methioninyl residues with an average Se/S substitution of 17.1 ± 5.3%, very close to the extracellular ratio of SeMet/Met.

Overall, these results suggest that SeMet-induced protein aggregation results from the metabolization of SeMet to SeCys and incorporation of SeCys in the place of cysteine in the course of translation.

## Discussion

Chemogenomic studies in yeast have been previously applied to hundreds of growth inhibitory chemicals with the aim of uncovering their mechanisms of action. These studies have helped to identify biological functions involved in the toxicity of several compounds including metals, pesticides and pharmaceutical drugs and have also proven useful to shed light on human diseases^26^,^27^. In this study, a *S. cerevisiae* deletion collection was employed to better understand the molecular mechanisms underlying SeMet toxicity. The spectacular enrichment of functions related to protein metabolic processes, including biosynthesis, folding and degradation, in both the sensitive and resistant datasets suggests that SeMet causes a proteotoxic stress. We searched the yeast fitness databases generated in large-scale studies by Giaever *et al*.^28^ and Hoepfner *et al*.^29^ for chemical genetic profiles with similarities to that of SeMet, potentially reflecting common biological targets or mode-of-action^30^,^31^. Figure 5 shows a list of several stresses that share enriched GO terms with SeMet in both the sensitive and resistant datasets suggesting that all these stresses might affect protein functions. Indeed, exposure to elevated temperatures is known to destabilize protein structure and increase aggregation of improperly folded proteins. Several metals, including cadmium, cobalt and chromium, trigger oxidative protein damage and aggregation in yeast^32^,^33^. In addition, mRNA mistranslation due to sulfur starvation was shown to be a cause of hexavalent chromium toxicity^34^,^35^. Paraquat and 1-methyl-4-phenylpyridinium (MPP+) are environmental toxicants associated with an increased risk of developing Parkinson’s disease, a neurodegenerative pathology characterized by an accumulation of insoluble protein deposits. Exposure of dopaminergic cells to paraquat or MPP+ was shown to decrease protein ubiquitination, leading to a dysfunction of protein degradation pathways^36^. The molecular target of radicicol is the heat-shock protein Hsp90p, the inhibition of which affects protein quality control^37^. Lastly, tunicamycin disrupts protein folding in the endoplasmic reticulum (ER) and activates the unfolded protein response^38^.

In this study, we demonstrate that SeMet induces protein aggregation in a concentration-dependent manner by a mechanism that requires *de novo* protein synthesis. We observed a direct correlation between SeMet toxicity and protein aggregation. Slowing down translation, either by deletion of ribosomal protein genes or by using cycloheximide, improves SeMet resistance, suggesting that toxicity results from an impairment of cellular protein homeostasis that overwhelms cellular defenses against aggregated proteins. Reduction of the rate of translation elongation may improve the fidelity of translation and/or reduce the burden of the protein quality control machinery, both resulting in improved proteostasis^39^. Because nearly complete replacement of methionine by SeMet is tolerated by yeast cells without measurable adverse effects^22^,^40^, it is unlikely that SeMet mistranslation causes massive aggregation. Several lines of evidence suggest that SeCys misincorporation in nascent proteins could be responsible for protein aggregation. Fistly, we recently showed that the toxicity of SeMet involved its metabolization to transsulfuration pathway amino acids^19^. Secondly, as observed earlier and again here, toxicity is drastically reduced in a *∆cys3* mutant. Concomitantly, protein aggregation is not observed in this mutant exposed to SeMet. In contrast, exposure to SeCys of wild-type as well as *∆cys3* cells results in visible aggregation. Lastly, using cells grown in the presence of SeMet, we show that SeCys can be translationally incorporated in a reporter polypeptide. Random replacement of cysteine by the more reactive SeCys is likely to alter protein structure and induce misfolding by formation of non-native intermolecular or intramolecular selenylsulfide or diselenide bridges resulting in the formation of insoluble protein adducts. In addition, production of superoxide radicals during auto-oxidation of SeCys^19^ may also catalyze the oxidation of amino acid side chains^41^ contributing to aggregation of oxidized proteins. In particular, methioninyl residues are readily oxidized to methionine sulfoxide by ROS. Deletion of *MXR2*, one of the two genes encoding methionine sulfoxide reductase, results in a moderately sensitive phenotype (see Supplementary Table S1), suggesting that oxidation of methionine may contribute to SeMet toxicity. 

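The MXR2 mutant (YCL033C) scored −1.29 ± 0.76 at 20 µM and −0.80 ± 0.01 (SD, n = 2) at 12 µM (adjusted p = 0.011 and 0.41, limma). With only the arrays of 20 µM in the fit, its adjusted p at 20 µM was 0.051. Lower scores were found for YCF1 (YDR135C), a vacuolar transporter of glutathione conjugates, at −2.69 ± 0.35, for GSH2 (YOL049W), glutathione synthetase, at −2.57 ± 1.06 and for the glutaredoxin GRX3 (YDR098C) at −1.92 ± 0.37 (adjusted p = 0.00013, 0.0053 and 0.0012). The GSH2 mutant, measured by 1 probe, also had a growth score of −3.88 ± 1.16 without SeMet. Of 15 mutants of thioredoxin, glutathione and methionine sulfoxide reduction, 5 were lower and 0 higher (6 and 0 adjusted over the list alone; 1 higher at an unadjusted p under 0.05). Among them 3 were sensitive (Fisher's exact test, one-sided, adjusted p = 0.0452; adjusted p = 0.280 with an estimated correlation and 0.128 with the preset one). With a limit of 2 on the score the adjusted p was 0.127.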

The hypersensitive phenotype of the *sod1* and *sod2* deletion mutants is also in agreement with an involvement of superoxides in the mechanism of protein aggregation.

To our knowledge, this is the first time that the molecular basis of SeMet toxicity is attributed to protein aggregation resulting from SeCys misincorporation. Examples of non-protein amino acids that can be incorporated into proteins and cause protein aggregation are already known. They include azetidine-2-carboxylic acid^42^, a proline analogue, or β-N-methylamino-L-alanine, the consumption of which has been associated with high incidence of amyotrophic lateral sclerosis^43^. Translational errors inducing protein misfolding have been associated with several pathologies including neurodegeneration^44^. For example, the mouse sticky mutation, which causes cerebellar Purkinje cell loss and ataxia, results from the substitution of serine for alanine due to a mutation in the editing domain of alanyl-tRNA synthetase^45^.

The mechanism of SeMet toxicity evidenced here in yeast may be significant in other organisms. In higher plants, exposure to SeMet is not expected to result in SeCys misincorporation due to the absence of the pathway for conversion of methionine to cysteine. However, in plants exposed to inorganic selenium, the hypothesis that cysteine nonspecific replacement by SeCys partly accounts for selenium toxicity has already been discussed^46^. In particular, Se-hyperaccumulator plants with high tolerance to selenium were shown to contain a SeCys methyltransferase, which methylates SeCys and prevents its incorporation into proteins^47^. Minimizing the misincorporation of SeCys by introduction of a SeCys methyltransferase gene has also been an effective strategy to increase Se tolerance in plants^48^,^49^. In addition, the ubiquitin-proteasome pathway, which we observe here to be important for SeMet tolerance in *S. cerevisiae* (Table 1), was recently implicated in SeCys toxicity in the plant *Brassica napus*^50^. In cultured human cells, an increase of protein-bound selenium and the induction of an ER stress response were observed upon selenocystine treatment^51^, leading the authors to suggest that replacement of cysteine by SeCys in polypeptides triggered an accumulation of misfolded proteins. In this study, GO analysis did not reveal enrichment for components of the ER-associated protein degradation pathway or for ER-related unfolded protein response in the sensitive or resistant subsets. However, the similarity between the genetic profiles of SeMet and tunicamycin, a known ER stress inducer, indicates that SeMet may also induce an ER stress in yeast.

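Of 11 mutants of ER-associated degradation, 2 were higher and 0 lower at 20 µM by limma (2 and 0 adjusted over the list alone; 1 lower at an unadjusted p under 0.05), and 1 was higher without experiment 3 at 20 µM. DER1 (YBR201W), a subunit of the membrane complex of this pathway, scored 0.97 ± 0.28 (adjusted p = 0.0054). Of 12 mutants of ER folding and the unfolded protein response, 2 were higher and 1 lower (2 and 1 adjusted over the list alone), and without experiment 2 or 3 at 20 µM 0 were lower. EPS1 (YIL005W), a protein disulfide isomerase, scored 2.62 ± 1.04 and CNE1 (YAL058W), the yeast calnexin, 1.07 ± 0.47 (adjusted p = 0.00086 and 0.0028). At the share over all strains, 0.34 and 0.37 sensitive mutants were expected in the 2 lists, so a count of 0 excludes nothing. No mutant of either list was sensitive, and EPS1 alone was resistant, so neither list passed in either class (Fisher's exact test, one-sided, adjusted p = 1).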

Our present work using yeast cells establishes that SeMet toxicity is mediated by protein aggregation. Down-regulation of protein synthesis rates improved resistance to SeMet. Reciprocally, fast growing cells were more sensitive to SeMet addition. Our findings bring new insights into the molecular mechanisms underlying selenoamino acids toxicity. They may help in designing protocols for clinical studies aiming to compare the health benefits versus negative consequences of supplementation with different forms of selenium^52^.

## Methods

### Strains and media

The *S. cerevisiae* strains used in this study are derived from strain BY4742 (*MAT*α *his3∆1 leu2∆ lys2∆0 ura3∆0*) or BY4741 (*MAT*a *his3∆1 leu2∆ met15∆0 ura3∆0*). The parental strains and all the single mutants were obtained from Euroscarf. The BY4741 strain containing a GFP-tagged Hsp104 was purchased from ThermoFisher Scientific. GFP tagging of Hsp104 in yeast mutant strains was performed by PCR-mediated homologous recombination, and correct integrations were checked by PCR. Standard Synthetic Defined (SD) medium contained 0.67% (w/v) yeast nitrogen base (Difco), 2% (w/v) glucose and 50 mg/l of histidine, leucine, lysine and uracil and was buffered at pH 6.0 by the addition of 50 mM MES-NaOH. Standard Synthetic Complete (SC) medium contained 0.67% (w/v) yeast nitrogen base (Difco), 2% (w/v) glucose and 80 mg/l of adenine, uracil and all amino acids (160 mg/ml leucine) except methionine and cysteine and was buffered at pH 6.0 by the addition of 50 mM MES-NaOH. Media were supplemented in methionine and cysteine as indicated in the legends to the figures. All the amino acids were supplied as the L-enantiomers except SeCys which was the D,L-mixture. Because of its extreme sensitivity to oxidation, SeCys was prepared extemporaneously by reducing 2.5 mM selenocystine (Sigma) with 5 mM Tris (2-carboxyethyl) phosphine (TCEP) in 50 mM MES-NaOH, pH 6.0.

The pool of 4,885 *S. cerevisiae* mutants from the systematic deletion collection made in strain BY4741^15^,^28^ was mixed with 979 barcoded DAmP strains of essential genes^53^. Pooled strains were pregrown for 5 generations in SC medium containing 100 μM methionine and 100 μM cysteine. Growth in the same medium supplemented with 0, 12 or 20 μM SeMet was started at an OD_650_ of 0.002. All three cultures were grown aerobically at 30 °C, under shaking for 10 generations before harvesting cells.

For individual growth rate analysis, selected mutants were inoculated in the indicated medium supplemented with 0 or 20 μM SeMet at an OD_650_ of 0.0025 and cell growth at 30 °C was monitored by measuring the OD_650_ at various times during 24 h. The generation times were derived from the fit of experimental data to an exponential curve.

### Analysis of microarray data

Microarray results were obtained using Agilent custom slides as described^54^. Briefly, DNA was extracted from pools of mutants at the start of the experiment (t = 0) and after growth (10 generations) in the presence or absence of SeMet, and barcode sequences were amplified with fluorescent-labelled oligonucleotides. Microarrays were scanned in a Genepix 4000B scanner (Molecular Devices) and the images were analyzed using GenePix Pro. The spot values were normalized using R scripts to report the relative fitness scores defined as the log_2_(treated/untreated) values. Relative growth fitness score of the mutant strains in the absence of SeMet was defined as the log_2_(untreated/t = 0) values.

### Fluorescence microscopy

Yeast cells expressing Hsp104-GFP were grown at 30 °C to an OD_650_ of 0.5 in SC medium supplemented with methionine and cysteine as indicated in the legends, followed by exposure to SeMet, to SeCys, or transfer to 42 °C, for 1 h. Where indicated, cells were treated with cycloheximide at the indicated concentration for 1 h prior to SeMet addition. Cells were mounted on glass slides covered with a thin layer of 1% agarose. Differential interference contrast (DIC; Nomarski interference contrast) and fluorescence images were obtained at room temperature using a ZEISS Axio Observer equipped with a 40×, 1.4 NA oil immersion objective. 470 nm excitation at maximum available intensity (4 W cm^−2^) and a filter set 65 HE (EX BP 475/30, BS FT 495, EM BP550/100) were used for fluorescence imaging. The lateral resolution was estimated to be 180 nm. Images were captured with digital camera AxioCam MRm. Z-stacks of 15 to 25 images with 260 nm spacing were recorded. Maximum intensity z-projections were performed with ImageJ and the images were analyzed manually.

### Fluorescence spectroscopy

BY4741 cells expressing Hsp104-GFP (and a control untagged strain) were grown at 30 °C to an OD_650_ of 0.5 in SC + 100 μM methionine, followed by 2 h exposure to 12.5 and 20 μM SeMet, or transfer to 42 °C. Whole cell extracts were prepared in 50 mM Tris-HCl (pH 7.5), 10 mM MgCl_2_, 250 mM NaCl, 5% (v/v) glycerol, 10 mM 2-mercaptoethanol (2-ME), by vortexing cells at 4 °C for 10 × 30 sec in the presence of an equal volume of glass beads (500–750 μm). After centrifugation at 10000 × g for 10 min, the supernatant was recovered and the optical density at 280 nm was determined. GFP fluorescence was recorded at 508 nm in a Jasco FP-8300 spectrofluorometer using an excitation wavelength of 487 nm (bandwidth 2.5 nm).

### Identification of sulfur substitution in EF1-α

His-tagged EF1-α was purified and digested as described in Supplementary information. The nano LC–MS/MS analyses were performed as described^55^. Protein identification was performed using the Mascot database search engine (Matrix Science, London, UK) against the EF1-α-tag sequence (Supplementary Figure 4A) with semi-Asp-N Ambic specificity and 4 missed cleavages. Variable modifications included substitutions of cysteine and methionine by SeCys and SeMet, respectively, carbamidomethylation of cysteine and SeCys, oxidation of methionine and SeMet and conversion of SeCys to dehydroalanine. Peptide and fragment tolerance were respectively set at 10 ppm and 0.05 Da. Only peptides with Mascot ion scores above identity threshold (25) at less than 1% FDR (false discovery rate) were considered. MS extracted-ion chromatograms (XIC) of ^80^Se and ^32^S isotope peaks were generated using PeakView software (ABSciex). For relative quantification of peptides and selenized counterparts, incorporation rates were calculated as described^12^. Briefly, XIC peak areas were corrected by respective isotopic abundance and all forms described in variable modifications section were taken into account in the calculation of the substitution rates.

## Additional Information

**Accession codes:** The raw microarray data has been deposited in the NCBI GEO database under accession n° GSE84340.

**How to cite this article**: Plateau, P. *et al*. Exposure to selenomethionine causes selenocysteine misincorporation and protein aggregation in *Saccharomyces cerevisiae. Sci. Rep.* **7**, 44761; doi: 10.1038/srep44761 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Table 1

## Figures and Tables

**Figure 1:**
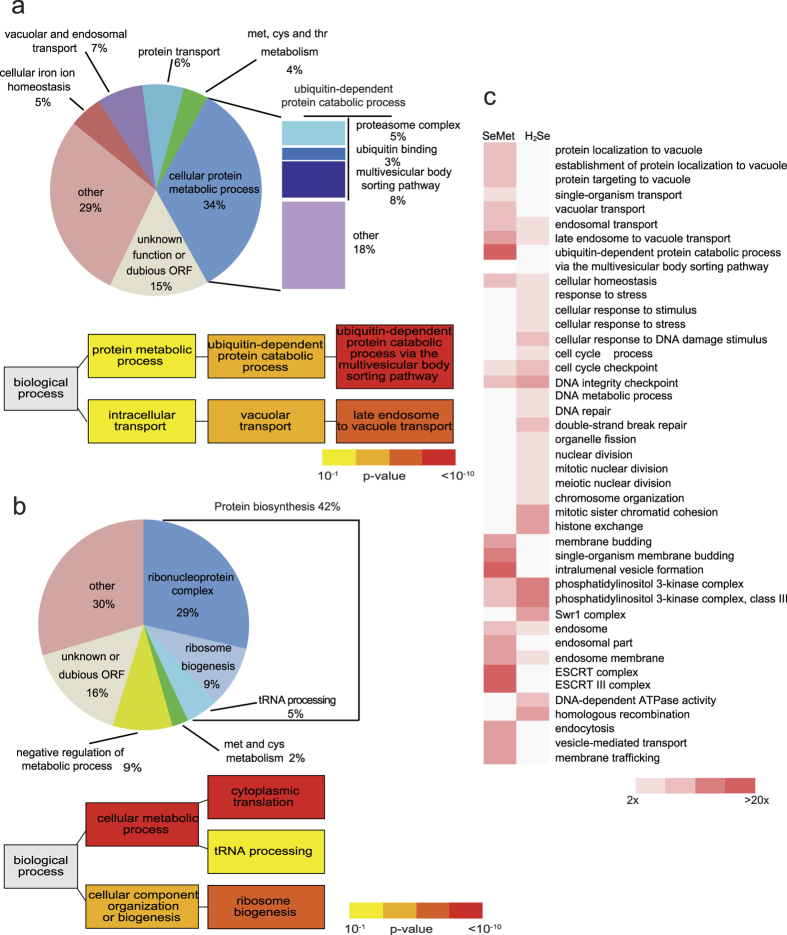
GO term analysis of the SeMet-sensitive and -resistant datasets. (**a**) Distribution of SeMet-sensitive mutants according to biological processes affected (upper panel). Hierarchical graph of GO terms enrichment relative to the genome (lower panel). (**b**) Distribution of SeMet-resistant mutants according to biological processes affected (upper panel). Hierarchical graph of GO terms enrichment relative to the genome (lower panel). The color indicates the p-value of the enrichment according to g:Profiler (yellow: 10^−1^–10^−3^, orange: 10^−3^–10^−6^, light red: 10^−6^–10^−10^, dark red: <10^−10^). (**c**) Functional categories significantly enriched (p < 0.001, fold enrichment >2) in the SeMet- or H_2_Se-sentitive datasets. Only genes for which fitness scores were available in both screens were taken in consideration (137 and 135 genes in the SeMet and H_2_Se datasets, respectively). The color indicates the fold enrichment for each category. Blank boxes indicates an enrichment <2.

**Figure 2:**
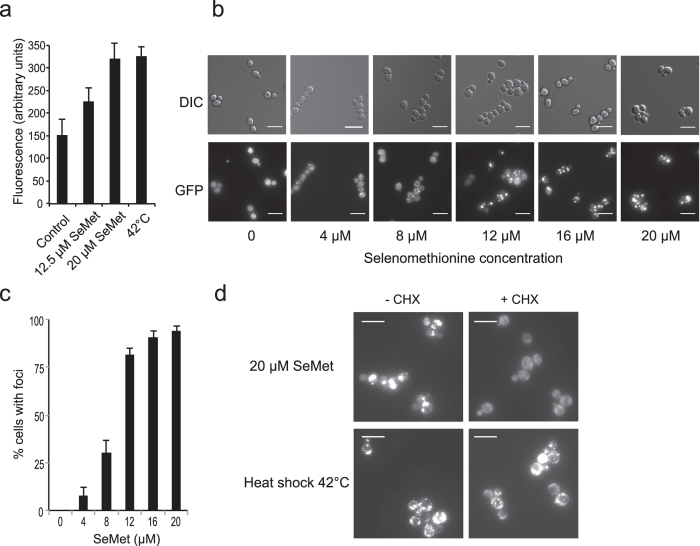
SeMet promotes protein aggregation *in vivo.* (**a**) Induction of Hsp104-GFP by SeMet or heat shock. Exponentially growing BY4741-Hsp104-GFP cells were incubated in SC + 100 μM methionine for 2 h, either at 30 °C in the presence of the indicated concentration of SeMet or at 42 °C in the absence of SeMet. The fluorescence in whole cell extracts was recorded at 508 nm and normalized to the optical density of the extracts at 280 nm. The fluorescence of an extract from untagged BY4741 strain grown in SC + 100 μM methionine was subtracted from the results. The results are the mean ± S. D. of at least 3 experiments. (**b**) Hsp104-GFP localization was monitored by fluorescence microscopy (GFP) and differential interference contrast (DIC), in living BY4741-Hsp104-GFP cells after 1 h of exposure to various SeMet concentrations in SC + 100 μM methionine. Representative images obtained after maximum intensity z-projection, bar equals 10 μm. (**c**) Quantification of protein aggregation. The fraction of cells containing at least one Hsp104-GFP focus was determined by visual inspection of 300–600 cells in each condition. The results are the mean and range of at least 2 experiments. (**d**) Effect of cycloheximide (CHX) on protein aggregation induced by 1 h of exposure to 20 μM SeMet or heat shock at 42 °C. BY4741-Hsp104-GFP cells grown in SC + 100 μM methionine were treated or not with 5 μg/ml cycloheximide for 1 h prior to the SeMet or heat-shock stress. Hsp104-GFP localization was monitored in living cells by fluorescence microscopy. Representative images obtained after maximum intensity z-projection, bar equals 10 μm.

**Figure 3:**
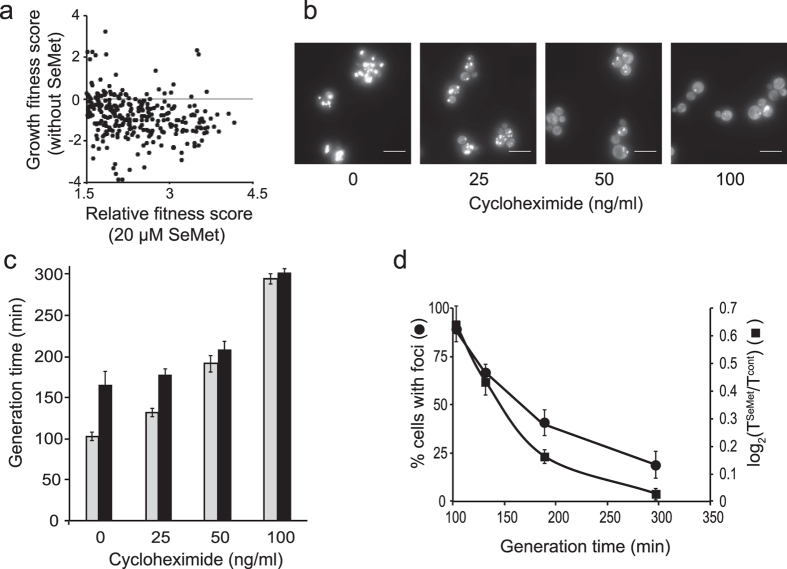
Reduced growth rates affect SeMet toxicity and protein aggregation. (**a**) Relationship between SeMet resistance and growth in the absence of SeMet. Dots correspond to the growth fitness score in the absence of SeMet versus the relative fitness score in the presence of 20 μM SeMet, for strains resistant to SeMet (fitness score >1.5). (**b**) Effect of low cycloheximide concentrations on protein aggregation. Cycloheximide at the indicated concentrations was added to BY4741-Hsp104-GFP cells grown in SC + 100 μM methionine. After 1 h of incubation, 20 μM SeMet was added in the cultures and incubation was continued for 1 h. Hsp104-GFP localization was monitored in living cells by fluorescence microscopy. Representative images obtained after maximum intensity z-projection, bar equals 10 μm. (**c**) Generation times of BY4741 cells cultured in SC + 100 μM methionine at the indicated concentrations of cycloheximide in the absence (grey boxes) or presence (black boxes) of 20 μM SeMet. The results are the mean and range of at least 2 experiments. (**d**) Effect of reducing growth rates on SeMet toxicity and protein aggregation. The fraction of cells containing at least one Hsp104-GFP focus (⚫) was determined from the images in panel b, by visual inspection of 150–200 cells in each condition. SeMet growth inhibition (◼) was calculated as the log_2_(T^SeMet^/T^cont^) value where T^SeMet^ and T^cont^ are the generation times, calculated for each cycloheximide concentrations in panel c, in the presence and absence of SeMet, respectively. Values were plotted against the generation time in the absence of SeMet (T^cont^). The results are the mean and range of at least 2 experiments.

**Figure 4:**
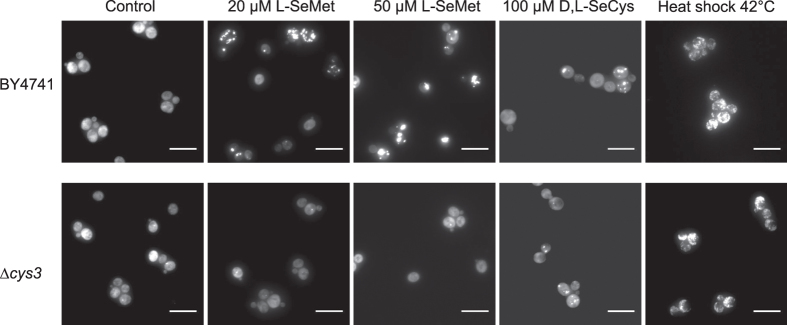
The presence of *CYS3* is required for SeMet-induced protein aggregation. Hsp104-GFP localization in BY4741 and BY4741-*∆cys3* cells after 1 h of exposure in SC + 100 μM methionine + 100 μM cysteine to 0, 20 μM and 50 μM SeMet, 100 μM D,L-SeCys in the presence of 1 mM TCEP or after 1 h heat shock at 42 °C was monitored in living cells by fluorescence microscopy. Representative images obtained after maximum intensity z-projection, bar equals 10 μm.

**Figure 5:**
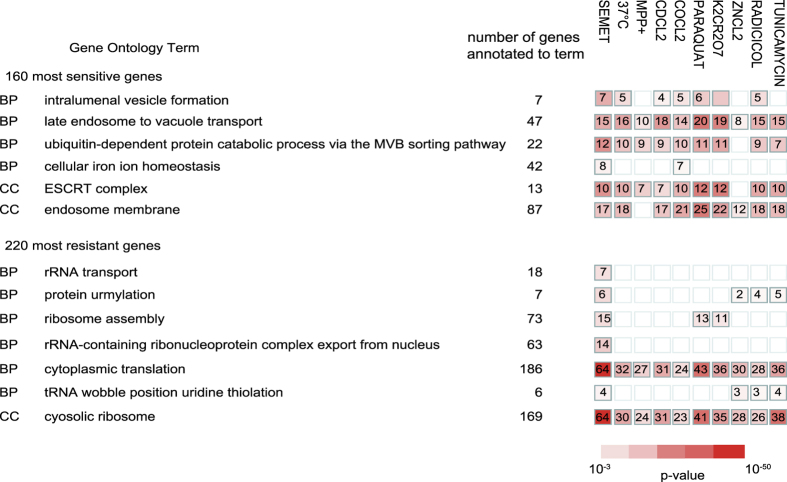
Compounds sharing significantly enriched GO terms with SeMet simultaneously in the sensitive and resistant datasets. The 160 most sensitive, or 220 most resistant, genes corresponding to SeMet (this study), compounds n°3 (37 °C), 180 (CdCl_2_), 181 (ZnCl_2_), 182 (CoCl_2_), 184 (K_2_Cr_2_O_7_), 374 (Paraquat), 375 (MPP+) in ref. 28 and compounds n°828 (Radicicol), and 4177 (Tunicamycin) in ref. 29 were analyzed for simultaneous functional enrichment with the g:Profiler multiple gene lists tool (http://biit.cs.ut.ee/gprofiler/gcocoa.cgi). Only processes significantly enriched (p-value < 0.001) in the SeMet screen are represented. The number of genes annotated to the GO term in the input lists is indicated with a color code corresponding to the p-value of the enrichment. Abbreviations: BP, Biological process; CC, Cellular component.

**Table 1:** List of sensitive and resistant genes and associated GO terms.

**Significant SeMet sensitive mutants and associated GO terms**
**Ubiquitin-dependent protein catabolic process**
*UBP6, UBP14, RPT1, RPT2, RPT3, RPT4, RPT5, RPT6, DOA1, UBR2, HRT1, MUB1*
**- via the multivesicular body sorting pathway**
*STP22, DOA4, GGA2, VPS25, DID4, VPS24, SNF7, SRN2, VPS36, VPS20, SNF8, BRO1*
**Endosome membrane**
*ATG15, VPS4, VPS27, VPS38, DID2*
**Superoxide metabolic process**
*SOD1, SOD2*
**Sulfur compound metabolic process**
*MET13, ADE3, GSH2*
**Prefoldin complex**
*PAC10, GIM5, YKE2*
**Significant SeMet resistant mutants and associated GO terms**
**tRNA processing**
*TRM1, LOS1, MOD5, STP1, CGI121, PUS7*
**- tRNA wobble uridine modification**
*ELP2, ELP4, ELP6, NCS2, NCS6, UBA4, URM1, IKI3*
**Ribosome biogenesis**
*ECM1, SYO1, ARX1, RPA14, LOC1, CGR1, DBP3, SPT4, SLX9, TIF4631, PIH1, LRP1, RTC3, RPA34, MRT4, LTV1, FYV7, BUD20, HCR1, TSR2, TMA23, JJJ1, RPA49, NOP12, BUD21, PUS7, SRP40*
**Ribosome**
*RPL4A, RPS14A, RPP1A, RPL13A, RPP1B, RPP2B, RPS17B, RPL27B, RPL37B, RPL34A, RPS24A, RPL29, RPL24A, RPL7A, RPL28, RPL9A, RPS25A, RPL26B, RPL11B, RPL24B, RPS0A, RPL8A, RPL16A, RPL17B, RPL14A, RPS21A, RPL8B, RPS0B, RPL22A, RPL37A, RPS28B, RPS29A, RPL31B, RPS1A, RPL6B, RPS17A, RPS1B, RPL13B, RPL36A, RPS10B, RPL9B, RPL16B, RPS19B, RPS19A, RPS7A, RPL33B, RPL21B*
**Sulfur compound metabolic process**
*SAM1, SAM2, MUP1, CYS3, MET12, MET31*
**Lsm1-7-Pat1 complex**
*LSM1, LSM6, LSM7, PAT1*
**Regulation of transcription**
**- RNA polymerase II mediator complex**
*MED2, SSN2, SSN3, SSN8, GAL11, PGD1*
**- SAGA complex**
*GCN5, NGG1, ADA2, SGF29, CHD1*

**Table 2:**
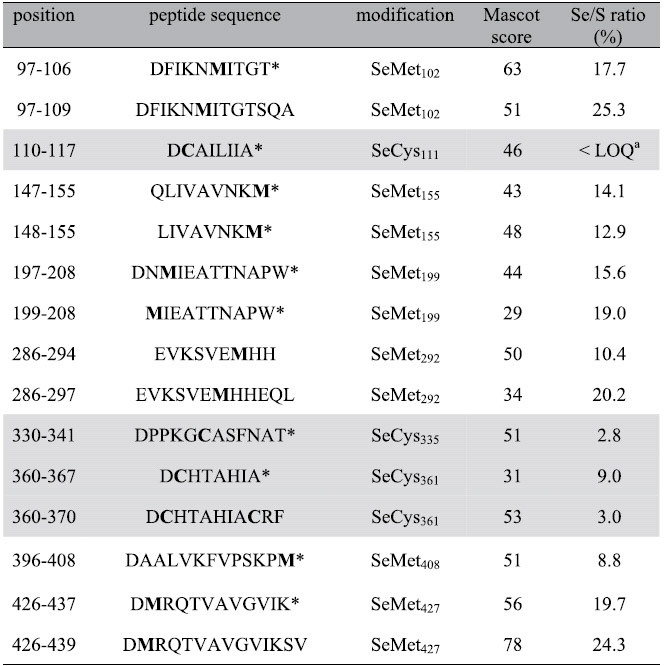
Ratio of Se/S substitution in EF1-α sulfur-containing peptides.

Cysteine-containing peptides are in light grey boxes. Sulfur-containing residues are in bold.

*Peptides resulting from specific cleavage only at one terminus.

^a^XIC peak areas for peptides 110–117 were above limit of detection (LOD) but lower than limit of quantification defined as LOQ = 3 X LOD.

How the deposited data were processed for this re-analysis (not part of the article)

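The screen measured the abundance of barcoded haploid mutants in a pool by two-colour hybridization to custom Agilent slides. The 8 arrays form 3 groups. Dyes were not swapped within a group, so dye and pool cannot be told apart. On 3 arrays the pool grown with 20 µM SeMet was compared with the untreated pool, on 2 arrays the pool grown with 12 µM SeMet was compared with the untreated pool, and on 3 arrays the untreated pool after growth was compared with the pool at t = 0. The deposited values are log2 ratios per probe, which the authors made from GenePix Pro image data and normalized with R scripts before they were deposited. The normalization and background correction are not described, and the values were used as they were. Comparison with the columns per experiment in the visible part of Supplementary Table S1 gave the same sign and scale.

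Of 15744 probes in the table, 13084 carry 1 gene symbol and 2660 carry none. Probes without a symbol were left out, among them 1662 with a value. Of 5100 names, 5034 were found as a symbol or locus tag of the S. cerevisiae annotation, 64 as a synonym and 2 not at all. In 4 cases 2 names share a locus tag, and these were kept apart. Values came from 1 probe for 857 names and from at least 2 probes for 3892. The number of probes is not given for every strain named. Probes of a name were averaged on each array, and 17 strains had probes that differed by an SD over 1.5 at 20 µM. Deletion and DAmP strains could not be told apart by name, and up and down tags are not marked, so analyses of deletion strains alone or of 1 kind of tag were not run. The annotation was used for names, chromosomes and the order of neighbouring genes.

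Strains with a value on at least 2 arrays of a group were scored by their mean. Strains with a mean below −1.5 at 20 µM were called sensitive and those above 1.5 resistant, as in the paper. The number of strains with a value per array was 4487, 4567 and 4526 at 20 µM, 4434 and 4468 at 12 µM, and 4722, 4621 and 4353 for growth. The median SD between experiments was 0.25 at 20 µM, 0.16 at 12 µM and 0.23 for growth. These SDs and the number of arrays set the precision, since signal over background is not part of the values.

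Group means were tested against 0, and 20 against 12 µM, with lmFit and eBayes of limma 3.58.1 in R 4.3.3 over all 8 arrays as 3 groups, two-sided, with Benjamini-Hochberg adjustment over the strains tested. A strain was called lower or higher, slow or fast, at an adjusted p under 0.05. All adjusted p-values of single strains are from limma. In simulated data of 4209 strains, of which 100 were shifted by 1.5 and 100 by 3, all of the shifted strains were called, with 15 false calls among 215 (6.98%). Each simulated strain had 1 SD for all groups, so the pooling of the spread over groups was not checked. An adjusted p may be too small where the spread is larger at 20 µM, as for THR4 (SD 3.09 against 0.69 for growth). With only the arrays of 20 µM in the fit, 792 of the 1194 calls at 20 µM were shared. Experiment numbers do not state that arrays share cultures, so the arrays were not paired. The correlation for unchanged strains was simulated with untreated cultures shared between arrays of the same number. This sharing was assumed, as was the part of the residual variance given to the untreated pool.

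Gene lists, 37 in number, were tested among sensitive and among resistant strains with Fisher's exact test, one-sided, against all 4536 scored strains, with Benjamini-Hochberg adjustment over 74 tests. Beside it stand cameraPR with a preset correlation of 0.01 and camera with a correlation estimated from the residuals. Growth shares were compared with Fisher's exact test, two-sided. Intervals of shares are exact binomial ones at 95%. Lists matched on growth were drawn 10000 times, each strain being replaced by 1 of the 20 strains nearest in growth score. Placements of strains along the chromosomes were permuted 10000 times. These steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

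The tests of strains at 20 µM, of the dose difference and of growth, the dose correlation, the growth share of resistant strains, the tests of gene lists at 20 µM, the alternatives and the rule for naming genes were set before the data were examined, apart from the parts of the paper named below. The tests at 12 µM against 0, the growth shares of single lists, the comparisons with strains matched on growth, the tests of chromosomes, neighbouring strains and pairs of ribosomal genes, and any other test were added after seeing the data. The gene lists were fixed at the same stage, but those on threonine, PP2A and TORC1 were added after rows of Supplementary Table S1, which hold scores of these samples, had been read. The rule takes every gene named by the paper's text or Table 1, the 10 lowest and the 10 highest means at 20 µM among strains past 1.5, past limma and of the same sign in 3 experiments, up to 4 members of each list with the largest means past limma, and the 5 largest dose differences and 5 lowest growth scores past their tests. Table 1 and the top of Supplementary Table S1 had been read before this rule was written. The alternatives were centring or scaling of the arrays, the median of probes, strains measured in every experiment, leaving out each array in turn, limits of 1 and 2, the median over experiments, classes that also need limma, the arrays of 1 group alone, robust eBayes, a block for the experiment number, and SeMet and growth scores from different experiments. A block with crossed numbers, strains with at least 2 probes and robust eBayes for the dose difference were added after seeing the data. Where 1 array of a group was left, it was assumed to vary like the other groups.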

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

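The tests of chance placement, on chromosome III and between neighbours, were chosen only after the result was seen.

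Chromosome III, which the paper does not discuss, held more sensitive strains than chance placement gives, 14 of 119 (11.8%) against 125 of 4416 (2.83%) elsewhere, among them THR4 and STP22 (Fisher's exact test, two-sided, adjusted over 16 chromosomes, p = 0.000201). The 14 strains had a median score of −2.03 at 20 µM and −0.94 at 12 µM, where 13 of 13 were below 0. They were chosen by their score at 20 µM, and the concentrations may share untreated cultures, so this is no separate support. The values argue against a single run of neighbours (PMP1, YCR025C, NPP1 and RHB1). Without it, 10 of the 115 strains left were sensitive (Fisher's exact test, p = 0.00205). The median replicate SD of all chromosome III strains had a ratio of 1.04 to that elsewhere (95% bootstrap interval 0.850 to 1.18). This argues against noisier measurement of the chromosome as a whole. Noise in the 14 sensitive strains stays open, as their SDs at 20 µM ran from 0.16 (YCR085W) to 3.09 (THR4). The excess kept its side of the test under 11 of 11 alternatives, with 8 strains at a limit of 2 and 19 at a limit of 1. Each of the 14 had 4 named probes, but for YCL001W-A, RVS161, PMP1 and NPP1 only 2 of them gave values. Of other sensitive strains, looked at as examples only, MET13 and VPS25 had 2 named probes, with values from 1 and 2. DOA4 and YCF1 had 4, with values from 2 and 4. Whether the number of probes goes with the excess was not tested. The authors' normalization and a property shared by these strains stay open, and no biological explanation was tested.

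Over all chromosomes, sensitive strains were next to each other in 11 pairs where random placements gave 4.21 (share with as many, 0.003), and resistant strains in 15 pairs where these gave 12.8 (share 0.297). The run of PMP1, YCR025C, NPP1 and RHB1, singled out after its values were seen, holds 4 strains, and 0.0039 of the placements had a run as long.

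At 12 µM, a concentration that the paper set aside, limma called 38 of 4368 strains lower and 6 higher, all 38 also lower and 31 of them sensitive at 20 µM; the number lower was 14 or 4 without 12 µM experiment 1 or 2, 19 without growth experiment 1 and 19 without growth experiment 2, 12 with scaled arrays and 5 with SeMet arrays alone, and the number higher was 0 without either array of 12 µM and with SeMet arrays alone, 2 without growth experiment 1 or 2 and 20 without 20 µM experiment 3.

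The lowest score of the screen, −5.75 for the THR4 mutant, belongs to a gene that the paper does not discuss, with −4.99, −9.15 and −3.11 in the 3 experiments.

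Of 11 mutants of PP2A-type phosphatases and regulators, a group outside those the paper discusses, 4 were sensitive (RRD1, TIP41, PPH3 and, named after its value was seen, SAP155; Fisher's exact test, one-sided, adjusted p = 0.00178; adjusted p = 0.815 with an estimated correlation and 0.718 with the preset one), while 2 were resistant and limma called 4 lower and 5 higher, and the list was added after rows of Supplementary Table S1 had been read.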

How the results depend on the processing

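The added alternatives (a block with crossed numbers, strains with at least 2 probes, robust eBayes for the dose difference) were chosen after seeing the data. Of 333 values of the counts, shares and lists under the alternatives, 284 kept their direction and their side of the threshold or stayed within 1.5 times the count. For 109 named genes there were 1517 values under the alternatives, of which 1510 kept direction and side of the test, 7 lost the call (CPS1, MVB12, MXR2, RHB1 and RPL28), 0 gained it and 0 reversed. Where a call was lost, the cause was not tested. With a limit of 2 on the score 74 strains were sensitive and 155 resistant, and with a limit of 1, 266 and 364, since the limit itself sets these counts. Without 1 array in turn, sensitive strains numbered 123 to 142, resistant ones 181 to 258, lower strains 364 to 689, higher ones 371 to 577 and slow ones 280 to 664. Strains that differ between the concentrations numbered 0 to 37 without 1 array, 125 with scaled arrays, 5 with robust eBayes and 5 with at least 2 probes (GPI16, GWT1, PPQ1 and SDA1 lower in both, RPS21A or RPS10B higher), 0 with a block and 0 with crossed numbers. The correlation of the concentrations was 0.642 to 0.805 without 1 array. Pairs of single arrays had a mean r of 0.660 for different experiment numbers and 0.642 for the same number, which are not correlations of means. The share of resistant strains with a growth score below 0 was 90.8% and 76.9% at limits of 2 and 1, 73.8% with growth from experiment 2 and SeMet scores from the others, 100% of 6 strains past 1.5 at 12 µM, and 39.2% where this also needs limma. No list passed by camera with an estimated correlation (0 of 37, 5 at an unadjusted p under 0.05). Its adjusted p was 0.203 for ESCRT, the small ribosomal subunit, ribosome biogenesis and SAGA, 0.280 for ESCRT disassembly, the large subunit, Lsm and thioredoxin and glutathione systems, 0.311 for proteasome ATPases, Elongator and Mediator, 0.517 for ubiquitin and prefoldin, 0.595 for sulfur amino acids, 0.717 for threonine and 0.815 for PP2A. With the preset correlation the adjusted p was 0.585 for sulfur amino acids, 0.718 for PP2A and 0.128 for thioredoxin and glutathione systems. At a limit of 2 Fisher's adjusted p was 0.0702 for ubiquitin, 0.409 for prefoldin, 0.318 for sulfur amino acids and 0.127 for thioredoxin and glutathione systems. Among strains measured in every experiment it was 0.218 for threonine, where THR1 drops out. Without 1 array in turn it was 0.000252 to 0.0900 for SAGA, 0.0216 to 0.0707 for sulfur amino acids and 0.0159 to 0.239 for threonine. Deletion strains alone, and up or down tags alone, were not run, since names do not mark them. The number of arrays limits every score.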

Differences from the paper's values

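No test in this part was chosen only after the result was seen.

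The paper gives a correlation of 0.88 between the scores at 20 and 12 µM, and the strain means here gave 0.768. Of the alternatives set before the data were examined, leaving out 20 µM experiment 3 brought the value nearest, to 0.805, still below 0.88. It lay further off with centred arrays (0.768), scaled arrays (0.787), the median of the probes (0.770) and strains measured in every experiment (0.772). The same holds without 20 µM experiment 1 (0.737) or 2 (0.739) and without 12 µM experiment 1 (0.642) or 2 (0.742). Pairs of single arrays had a mean r of 0.660 for different experiment numbers and 0.642 for the same number. These are not correlations of means, so they cannot be set against 0.88 or 0.768. The strains named here are part of those the paper counts. In the visible rows of Supplementary Table S1 the paper's own averages had a correlation of 0.737, and over the strains of those rows that were matched, 0.754 against 0.758 here; these rows are mainly the low end of the table. Over 959 strains matched in those rows the averages at 20 µM had a median difference of 0.015, and 8 strains differed by more than the replicate SD. Of strains named here this holds for RIM20, at −1.27 in the paper's table and −1.35 ± 0.07 (SD, n = 3) here, which fell within the SD with centred or scaled arrays and without 20 µM experiment 1 or 2, and not with the median of the probes, with strains measured in every experiment or without 20 µM experiment 3.

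Table 1 lists SOD2 as sensitive and TRM1 and RPL28 as resistant, while 36 of 37 sensitive and 104 of 106 resistant genes of Table 1 that were scored passed the limit here. The SOD2 mutant scored −1.50 ± 0.24 (SD, n = 2) and passed only with a limit of 1. The TRM1 mutant scored 1.49 ± 0.58 (SD, n = 3) and passed with centred or scaled arrays, the median of the probes, without 20 µM experiment 1 or 2 and with a limit of 1. The RPL28 mutant scored 1.48 ± 0.83 (SD, n = 3) and passed with centred arrays, without 20 µM experiment 1 or 2 and with a limit of 1. IKI3 and SYO1, resistant in Table 1, had no score here.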

Other observations

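The comparison of ribosomal strains with strains of like growth score was chosen only after the result was seen.

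Single mutants of threonine synthesis, of copper and iron supply and of casein kinase 2 were lower at 20 µM by limma. Besides THR4, THR1 (YHR025W), homoserine kinase, scored −4.40 ± 0.21 (SD, n = 2) at 20 µM, so that 2 of 3 threonine mutants were lower (2 adjusted over the list alone) and sensitive (Fisher's exact test, one-sided, adjusted p = 0.0145; adjusted p = 0.717 with an estimated correlation; 0.239 and 0.202 without 20 µM experiments 1 and 3). THR1 lacked a value at 20 µM and was not in the test with an estimated correlation. FET3 (YMR058W), the multicopper oxidase of iron uptake, scored −1.88 ± 0.28, its partner permease FTR1 (YER145C) −1.60 ± 0.27 and CCC2 (YDR270W), which loads copper onto Fet3, −1.91 ± 0.16 (adjusted p = 0.0058, 0.0037 and 0.00019, limma). Of 21 mutants of iron uptake and iron-sulfur proteins, 7 were lower and 1 higher (11 and 1 adjusted over the list alone), 13 did not pass limma, and the list did not pass (adjusted p = 0.103). The copper transporter CTR1 (YPR124W) scored −2.65 ± 0.28, and the regulatory subunits of casein kinase 2, CKB1 (YGL019W) and CKB2 (YOR039W), −2.40 ± 0.67 and −1.97 ± 0.56 at 20 µM and −3.23 ± 0.09 and −2.56 ± 0.29 (SD, n = 2) at 12 µM. Values of CKB1 came from 1 probe. CTR1, CKB1 and CKB2 belong to no list and were picked out after their values were seen.

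PP2A-type phosphatases went both ways, with 4 of 11 mutants lower and 5 higher (4 and 5 adjusted over the list alone; 3 higher without 20 µM experiment 3). TIP41 (YPR040W), which acts with the phosphatase regulator Tap42, scored −2.99 ± 0.41 and the catalytic subunit PPH3 (YDR075W) −2.37 ± 0.38, whereas RTS1 (YOR014W), a B-type regulatory subunit, scored 2.11 ± 0.75. Of 11 mutants of TORC1 and its regulators 4 were lower and 2 higher (5 and 2 adjusted over the list alone; 2 lower without 20 µM experiment 2). KOG1 (YHR186C) scored −2.76 ± 1.05 and TOR1 (YJR066W) −0.79 ± 0.14, while NPR2 (YEL062W) and NPR3 (YHL023C), which inhibit TORC1, scored 1.55 ± 0.48 and 1.51 ± 0.71. Of 8 mutants of phosphatidylinositol 3-kinase complexes and retromer, 7 were lower and 0 higher by limma or at an unadjusted p under 0.05 (7 adjusted over the list alone), with VPS38 (YLR360W) at −1.81 ± 0.23 and VPS30 (YPL120W) at −1.02 ± 0.12. Only 1 of the 8 was sensitive, and the list did not pass among sensitive strains (Fisher's exact test, one-sided, adjusted p = 0.680), whereas by cameraPR with the preset correlation its adjusted p was 0.000777 (adjusted p = 0.203 with an estimated correlation).

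The mitochondrial ribosome had 13 of 54 mutants higher and 3 lower (16 and 4 adjusted over the list alone), and without 20 µM experiments 1, 2 and 3, 9, 9 and 3 were higher, and without experiment 3, 1 was lower. In the respiratory chain 3 of 22 were higher and 3 lower (3 and 3 adjusted over the list alone; 0 higher without 20 µM experiment 2 or 3 and 1 lower without experiment 3). Of 9 mutants of CCR4-NOT, decapping and 5' decay, 4 were higher and 0 lower by limma (4 and 1 adjusted over the list alone; 1 lower at an unadjusted p under 0.05; 2 higher and 1 lower without 20 µM experiment 3). Homologous recombination and the DNA damage checkpoint had 4 of 32 lower and 5 higher (4 and 5 adjusted over the list alone; 1 and 3 without 20 µM experiment 3), with the flap endonuclease RAD27 (YKL113C) at 1.67 ± 0.28. Of 9 SWR1 mutants 2 were lower and 0 higher by limma or at an unadjusted p under 0.05 (2 adjusted over the list alone; 1 lower without 20 µM experiment 1 or 3). In folate metabolism 2 of 10 were lower and 0 higher by limma or at an unadjusted p under 0.05 (1 and 0 adjusted over the list alone; 0, 1 and 0 lower without experiments 1, 2 and 3). By limma 0 of 9 mutants of aromatic amino acid synthesis passed (1 at an unadjusted p under 0.05) and 0 of 2 of the vacuolar ATPase (1 at an unadjusted p under 0.05). Of 2 CORVET and HOPS mutants 1 was lower and 1 higher (1 and 1 adjusted over the list alone), and without 20 µM experiment 1 neither passed, without experiment 2 the lower one and without experiment 3 the higher one was lost.

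At 12 µM 3 strains, picked out after their values were seen, were below −1.5 only there. Their difference between the concentrations did not pass limma (adjusted p = 0.238 for MET6, 0.772 for RIM20 and 0.594 for CPS1). MET6 was not called lower at 12 µM either (adjusted p = 0.100). MET6 scored −1.90 ± 1.46 (SD, n = 2, from 1 probe) against −0.24 ± 0.41 at 20 µM, RIM20 −1.57 ± 0.20 (SD, n = 2) against −1.35 ± 0.07, and CPS1 −1.52 ± 0.04 (SD, n = 2) against −1.23 ± 0.26 (−0.35 with the median of the CPS1 probes).

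A hypothesis is that mutants of the cytosolic ribosome are more resistant than their growth score alone would give. The median score of 104 ribosomal strains was 2.26, against −0.017 in lists of other strains matched on growth score, a difference of 2.28. That median lay above those of all 10000 lists, and 65 were resistant against 14.0 of the matched ones (28 at most). With growth and SeMet scores taken from different experiment numbers, the difference was 1.73 to 2.51. This would speak against untreated cultures shared by both scores only if arrays of the same number share them. That is not stated, so the comparison cannot decide it. The difference was 1.70 to 2.44 under 9 alternatives. What such strains share besides growth may contribute and was not tested.

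For 53 mutants of the mitochondrial ribosome, of which 41 had a growth score below 0 and 22 were slow by limma, the same comparison gave a median of 0.31 against −0.10, a difference of 0.42 outside the middle 95% of matched lists, with 0 resistant strains against 5.29. Of 38 pairs of genes that encode the same ribosomal protein, 16 had both strains above 1.5, 20 had 1 and 2 had neither; the difference within pairs was not tested. RPL19A scored 3.85 and RPL19B −1.20, and RPS21A 2.56 and RPS21B −2.01, pairs picked out after their values were seen. The hypothesis that the strain of a pair with the lower growth score has the higher score at 20 µM held in 23 of 36 pairs (63.9%, exact 95% interval 46.2 to 79.2%; exact sign test, p = 0.132). The bound set for this test, a p of 0.05 or more, was wrong as evidence against the hypothesis, because a missed p excludes nothing and the interval still includes most pairs, so the hypothesis stays open.

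With the signs of single arrays flipped, 1 of 4 distinct flips, the real one, gave the most calls at 20 µM (1194, highest other 0), as did 1 of 4 for growth (1244, highest other 0), and 4 flips are too few for a share under 0.05.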
